A study of Gallus gallus with 8 samples. Its data were reported in "Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning" (2023).

How the data were processed

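RNA sequencing was analysed for 8 libraries of distal wing mesenchyme from chick embryos staged according to Hamburger and Hamilton (HH). Groups were taken from the sample titles: HH24 (3 libraries), HH27 (3 libraries) and HH24g, the grafts (2 libraries). Per the labels, eggs were incubated at 37 °C, and a strip of 150 µm of distal mesoderm from GFP-transgenic HH20 wing buds was divided into small pieces, placed under the apical ectodermal ridge of wild type HH24 hosts and collected 24 h later. RNA was extracted with Trizol and chloroform, and stranded total RNA libraries were made after depletion of ribosomal RNA.

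For each library the authors deposited a transcript table with estimated counts, which are reads shared out among similar transcripts and need not be whole numbers. The same deposited tables give TPM values, computed by the authors from the estimated reads and the effective transcript lengths. The TPM values were not used for any test, because they keep no depth. The column names are those of the Salmon and Sailfish quantifiers. The program, its version and the transcript release are not stated. The methods of the study name HISAT for the grafts, an aligner that does not itself write such tables. Whether the deposited values are those from which the study drew its own lists is therefore unknown. The study left out 1 HH24 library and 1 HH24g library after quality control. Neither is identified in the labels, so all 3 HH24 libraries were used and each was left out in turn.

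The tables list 57399 RefSeq transcripts each. Transcript accessions without their version were matched to a RefSeq gene table of the assembly GRCg7b, used only for gene names, gene types and chromosomes. The builds may differ, so no coordinates are given. Of the transcripts, 26660 (46.5%) matched a gene: 5789 of 6135 curated mRNAs (NM), 733 of 779 curated non-coding RNAs (NR), 18852 of 40199 predicted mRNAs (XM) and 1286 of 10286 predicted non-coding RNAs (XR). Estimated counts were summed over the transcripts of each of 14612 genes and rounded to whole numbers. Reads of unmatched transcripts stayed out of library sizes and tests. The share of reads that matched genes was 45.5%, 9.24% and 53.3% in HH24 replicates 1 to 3, 66.2%, 51.9% and 64.3% in HH27 replicates 1 to 3, and 67.6% and 61.6% in HH24g replicates 1 and 2.

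Genes were kept by the edgeR function filterByExpr (minimum count 10, minimum total 15), which left 9062 genes. Counts were scaled by the trimmed mean of M-values (TMM), transformed with voom and fitted with limma, with 1 mean per group and all 8 libraries in 1 model. The 3 contrasts were HH24g against HH27, HH24g against HH24, and HH27 against HH24. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change was over 1, the limits that the study set for the grafts. Every adjusted p-value of a gene below comes from this limma voom fit. CPM values are counts scaled to the TMM-adjusted library size. The software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

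The design of each test, the gene lists, the rule for naming genes and most of the alternatives were fixed before the data were examined. The text names the genes of the lists it needs, and in each contrast the 5 called genes with the highest and the 5 with the lowest log2 fold change among those with a gene symbol, a mean of at least 1 CPM in the higher group and no overlap between the libraries of both groups. It also names the features that take the largest share of counts. The 13 lists held genes that the study names as intrinsically activated, Fgf targets, apical ectodermal ridge, Shh signalling, proximal identity, myogenic, cell cycle, erythroid, endothelial, ectodermal, immediate early, leukocyte, and hypoxia and glycolysis genes. Lists with at least 3 tested genes were tested with camera (inter-gene correlation 0.01), with adjustment over 12 lists and 3 contrasts, and with fry beside it.

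The position of the grafts between both stages was the median, over genes called between HH27 and HH24, of the change from HH24 to HH24g divided by the change from HH24 to HH27, on group means of log2 CPM (prior count 2). The 3 groups share libraries, so chance values were simulated in 50 draws from the fitted spread, with the grafts set equal to HH24 or to HH27. Distances between libraries were Euclidean over log2 CPM, divided by the square root of the number of genes. Called genes of both graft contrasts were clustered on their 2 log2 fold changes (Euclidean distance, complete linkage, 9 clusters), after the number of clusters in the study.

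The alternatives were edgeR's quasi-likelihood test, DESeq2, size factors of DESeq2 in the voom fit, other filters on low counts, no limit on fold change, sample quality weights, only the groups compared, the replicate number as a block, removal of haemoglobin, mitochondrial and rRNA genes, and leaving out each library in turn. The matched genes held 0 mitochondrial genes and 1 rRNA gene, so the removal of such genes concerned mainly haemoglobin genes. Alternatives chosen after seeing the data were unmatched transcripts as features of their own, removal of 5 abundant features, and W-linked expression as a covariate. The analysis was tested on simulated data with 200 of 8918 tested genes changed in HH24g and the real library sizes. The simulation was a single draw with the same spread per gene in all groups. All planted changes exceeded the fold change limit and spared the genes with the lowest mean CPM. The limma voom fit recovered 157 of the 200 changed genes against HH27 and 140 against HH24 with the right sign, with 14 and 5 false calls. It made 0 calls between the unchanged HH27 and HH24 groups, where DESeq2 made 12.

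Library totals ranged from 1697272 to 5095662 estimated reads. Shares of single libraries carry 95% Wilson intervals. A gene with no reads may hold up to 3 reads, which corresponded to 0.779 to 3.21 CPM in 7 libraries and to 23.4 CPM in HH24 replicate 2. Intervals and floors cover counting error only, since reads were not counted as molecules. Reads shared between near-identical genes were divided by the quantifier, so values of paralogs are uncertain.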

Results

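The series compared distal wing bud mesenchyme of the chick at stages HH24 and HH27 with HH24g, donor mesoderm grafted at HH20 into an older host wing and left there for 24 h. The grafts therefore had the age of HH24 tissue and the surroundings of an HH27 wing. The comparison asks which genes follow the age of the donor cells and which follow the host. Transcript levels were measured by RNA sequencing of total RNA in 3 HH24, 3 HH27 and 2 HH24g libraries.

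The estimated reads per library were 2157683, 3108086 and 1855991 in HH24 replicates 1 to 3, 3407583, 1697272 and 5095662 in HH27 replicates 1 to 3, and 2518089 and 4562111 in HH24g replicates 1 and 2. A single transcript of 2691 nt, XM_015300814.1, held the most reads in all 8 libraries. This transcript matched no gene. Its share was 32.9% (95% Wilson interval 32.9 to 33%), 74.3% (74.3 to 74.4%) and 24.2% in HH24 replicates 1 to 3, 10.2%, 26.1% and 11.8% in HH27 replicates 1 to 3, and 8.62% and 15.2% in HH24g replicates 1 and 2. The 6 most abundant transcripts together took 94.4% of HH24 replicate 2 and 16.1% to 54.0% of the other libraries. Outside these 6 transcripts, HH24 replicate 2 held 172891 reads, against 992197 to 4127931 in the others.

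**Figure D1:**
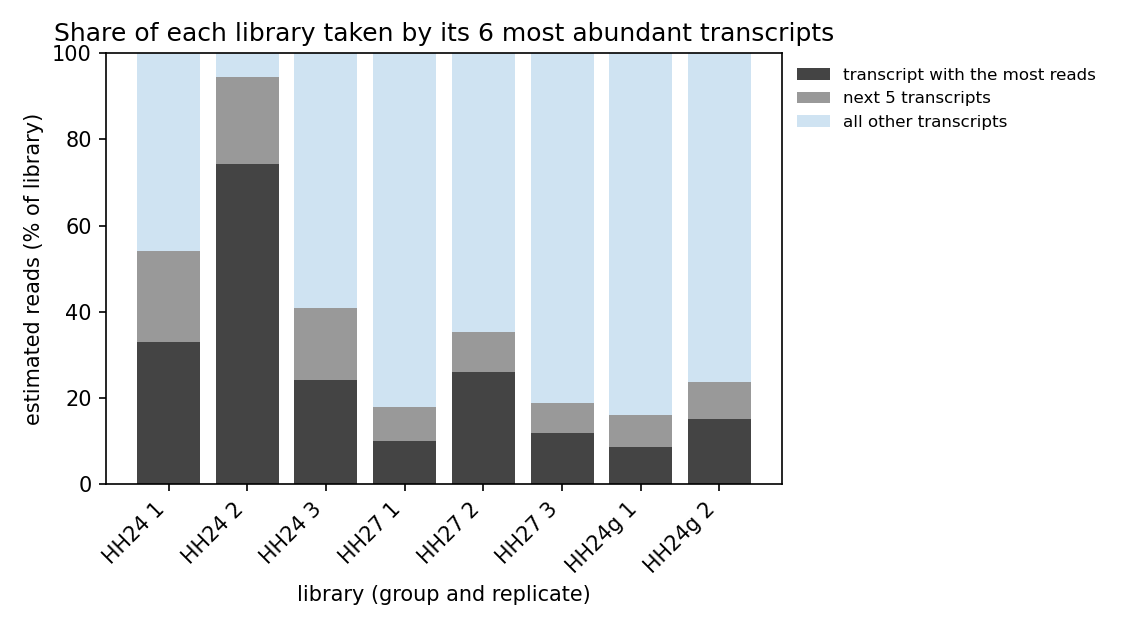
Share of the estimated reads of each library (vertical axis, percent) taken by the transcript with the most reads, the next 5 transcripts and all others, for the 8 libraries (horizontal axis). The 6 most abundant transcripts took 94.4% of HH24 replicate 2 and at most 54.0% of any other library.

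After TMM scaling the effective size of HH24 replicate 2 was 128271 reads, and that of the other libraries lay between 934614 and 3849969 reads. Over log2 CPM of the genes tested, Pearson's correlation of HH24 replicate 2 with the other HH24 libraries was 0.722 and 0.720, against 0.853 between HH24 replicates 1 and 3, 0.890 to 0.939 among the HH27 libraries and 0.924 between both graft libraries (across genes, which are not independent replicates). Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of at least 4.59, so no library was counted as a repeat of another. PLEK and PKIA were also among the transcripts with the most reads. PLEK took 7.26%, 5.19% and 6.15% of HH24 replicates 1 to 3 and 2.46% to 2.83% of the HH27 and HH24g libraries.

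The grafts were first compared with HH27, the stage of the host. Of 9062 genes, 155 were called: 92 were higher and 63 lower in HH24g than in HH27, and 1558 had an unadjusted p-value under 0.05, against 453 by chance. As a ratio, the count moved most when only genes with at least 10 counts in every library were kept, a filter that left 34 calls, and without a limit on fold change it rose to 288. The excess of higher over lower genes was not seen with DESeq2 (76 higher, 78 lower) and was small with edgeR's quasi-likelihood test (50 and 48) and without HH27 replicate 3 (72 and 71).

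The lowest log2 fold changes belonged to EVX2 (-3.61 ± 0.40 (SE), adjusted p 0.00263), HOXD13 (-3.15 ± 0.37, adjusted p 0.00324), TFAP2B (-3.07 ± 0.26, adjusted p 0.00138), ITGA8 (-2.75 ± 0.19, adjusted p 0.00138) and MLNR (-2.50 ± 0.55, adjusted p 0.0494). EVX2 measured 82.8 ± 5.50 CPM in HH27 (mean ± SD, n = 3) and 6.52 ± 2.87 CPM in HH24g (n = 2). HOXD13 measured 417 ± 24.4 CPM in HH27 and 47.2 ± 22.3 CPM in HH24g. The highest log2 fold changes were those of AFF3 (4.60 ± 0.94, adjusted p 0.0356), MEOX2 (4.08 ± 0.52, adjusted p 0.00474), FGF18 (3.72 ± 0.61, adjusted p 0.0135), SLC6A11 (3.26 ± 0.64, adjusted p 0.0299) and EBF1 (3.17 ± 0.48, adjusted p 0.00968). MEOX2 measured 50.2 ± 14.5 CPM in HH24g and 2.39 ± 1.22 CPM in HH27. Single libraries decided several of these calls. Without HH27 replicate 3, MEOX2 (4.24), FGF18 (4.13), EBF1 (3.63), AFF3 (4.45) and MLNR (-2.41) kept their direction and were not called. EBF1 (3.04), AFF3 (5.06) and MLNR (-2.58) were also not called without HH27 replicate 1. Without HH24 replicate 2, AFF3 (4.61), SLC6A11 (3.27) and MLNR (-2.48) were not called, and without HH27 replicate 2 neither SLC6A11 (3.60) nor MLNR (-2.48) was. MLNR (-2.50) was not called without HH24 replicate 3 either. SLC6A11 did not pass the filter without HH27 replicate 1 or 3 and was not tested there. Neither edgeR's quasi-likelihood test (2.58) nor DESeq2 (2.5) called SLC6A11.

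The second comparison set the grafts against HH24, tissue of the same age that had not been grafted. Only COL12A1 was called, at 221 CPM in HH24g against 79.2 CPM in HH24 (log2 fold change 1.52 ± 0.14, adjusted p 0.0234, limma voom). It was higher in both graft libraries than in all 3 HH24 libraries. With all libraries, 1020 genes had an unadjusted p-value under 0.05, against 453 by chance. Without HH24 replicate 1, HH24 replicate 2 or HH27 replicate 2 the count was 0, with 815, 892 and 1039 genes at an unadjusted p-value under 0.05. Without HH24 replicate 3 it was 3 and did not include COL12A1, and without HH27 replicate 3 it was 20. The count depended strongly on the test, since edgeR's quasi-likelihood test called 14 genes and DESeq2 called 120.

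The third comparison followed the tissue over time, from HH24 to HH27. Here 97 genes were called, 42 higher and 55 lower in HH27, and 1391 had an unadjusted p-value under 0.05. PKIA, one of the transcripts with the most reads, was among them (-1.93 ± 0.34, adjusted p 0.0285). PLEK also took a larger share of every HH24 library than of any other library. The labels name no batch, so stage cannot be told apart from any separate handling of the HH24 libraries. Higher genes were in the majority with edgeR's quasi-likelihood test (63 higher, 45 lower) and DESeq2 (124 and 88). The count fell to 24 without HH24 replicate 1, to 63 without HH24 replicate 2 and to 21 without HH24 replicate 3. The lowest log2 fold changes were FGF18 (-4.65 ± 0.62, adjusted p 0.0109), HGF (-3.92 ± 0.41, adjusted p 0.00469), IGDCC3 (-3.75 ± 0.34, adjusted p 0.0043), DNER (-3.23 ± 0.51, adjusted p 0.0204) and NECAB2 (-3.10 ± 0.62, adjusted p 0.0468). Among the highest, WDR81 had 0 reads in all 3 HH24 libraries and 57.4 ± 4.13 CPM in HH27. WDR81 was thus at least 2.46-fold higher in HH27 (adjusted p 0.0429), a bound set by the depth of HH24 replicate 2 (at least 17.9-fold without that library). NOL8 (4.86 ± 0.87, adjusted p 0.0307), EVX2 (3.55 ± 0.52, adjusted p 0.0147), ENPP1 (3.41 ± 0.52, adjusted p 0.0174) and BMP5 (3.33 ± 0.52, adjusted p 0.0196) followed. WDR81 and NOL8 were not called between HH24g and HH27 (log2 fold changes -0.30 ± 0.13, adjusted p 0.277, and 0.21 ± 0.15, adjusted p 0.541).

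HGF and IGDCC3 were called in every fit that left out 1 library, and the other genes named for HH27 against HH24 were not. FGF18 was not called without HH27 replicate 3 (-5.06). EVX2 was not called without HH24 replicate 2 (3.61) or 3 (2.40). ENPP1 and BMP5 were not called without any 1 of the HH24 replicates (3.37 to 3.46 and 3.27 to 3.43). DNER was not called without HH24 replicate 2 or 3 or HH27 replicate 1 or 3 (-3.36 to -2.93), and NOL8 was not called without HH24 replicate 2 or 3 or any 1 of the HH27 replicates (4.80 to 5.77). Among these fits NECAB2 (-3.51 to -3.01 where not called) was called only with all libraries or without HH27 replicate 2. WDR81 was called only with all libraries, without HH27 replicate 2 or without HH24g replicate 1.

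Of the 155 genes called between HH24g and HH27, 52 were also called between HH27 and HH24, and in all 52 HH24g and HH24 lay on the same side of HH27. Taken without regard to size, HH24 lay on the side of the grafts for 61 of the 63 genes lower in HH24g and for 75 of the 92 genes higher in HH24g, together 87.7%. Both contrasts share the HH27 libraries. In simulated data in which HH24 equalled HH27, this share was 59.5% ± 2.04 (SD, 50 draws).

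**Figure D2:**
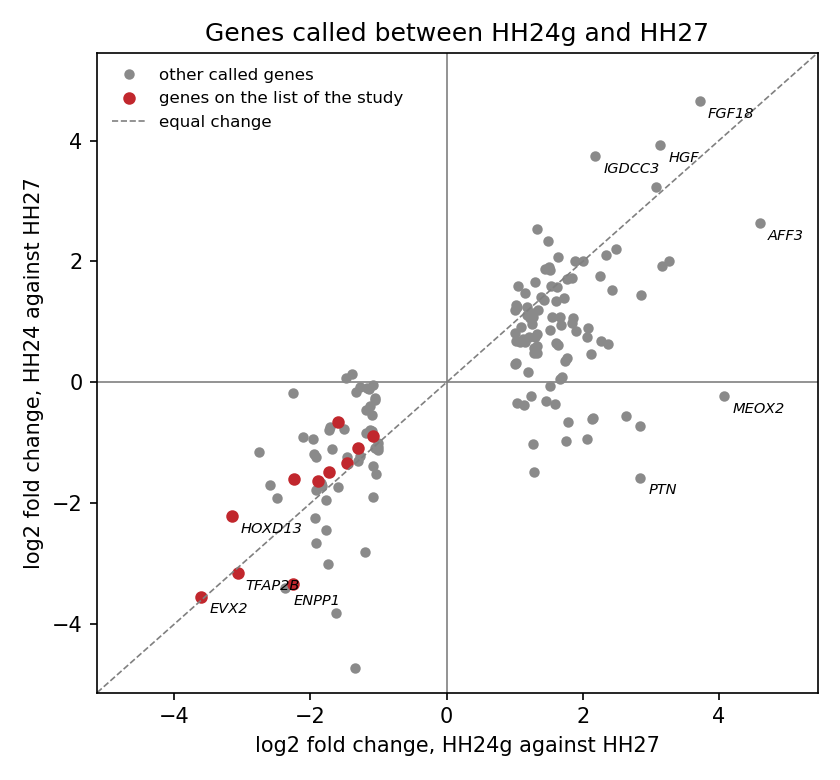
Log2 fold change against HH27 of HH24g (horizontal axis) and of HH24 (vertical axis) for the 155 genes called between HH24g and HH27, with genes on the list of the study in red and a dashed line at equal change. HH24 lay on the side of HH24g for 61 of the 63 lower genes and 75 of the 92 higher genes.

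Over the 97 genes called between HH27 and HH24, the median position of the grafts was 0.330 on a scale from 0 (HH24) to 1 (HH27), with 0.274 and 0.372 in graft replicates 1 and 2. The position was under 0.5 for 64 of the 97 genes. Simulated grafts equal to HH24 gave 0.160 ± 0.0185, because genes selected for a difference from HH24 overstate it, and simulated grafts equal to HH27 gave 0.960 ± 0.0110. The grafts thus lay between both values and closer to that of HH24. The position rose to 0.454 without HH24 replicate 3. It cannot separate stage from any separate handling of the HH24 libraries.

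Over all 9062 genes, the mean distance of the grafts was 1.27 ± 0.508 to the HH24 libraries (SD, 6 pairs) and 0.813 ± 0.131 to the HH27 libraries. The difference of 0.461 had an exact permutation p of 0.3 (two-sided, 20 arrangements, smallest possible p 0.1), so this design could not reach 0.05. HH24 replicate 2 was farthest from the grafts, at 1.93. Without it the distance to HH24 was 0.946 and the difference 0.139.

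The study names 16 genes as intrinsically activated, among them the 5′ Hox genes, AP2 factors and members of the Bmp pathway. It picked them from this graft experiment, so neither counts within the list nor tests of the list as a set are independent evidence. Of the 16 genes, BMP2 and COL25A1 matched no transcript and RUNX2 had at most 6 reads in any library, which left 13. All 13 were lower in HH24g than in HH27, with a median log2 fold change of -1.73 (range -3.61 to -0.94). Over all genes tested, 11 were called, and 12 when adjusted over the list alone. HOXA13 (-1.31 ± 0.34, adjusted p 0.0836) and TFAP2A (-0.94 ± 0.28, adjusted p 0.131) were not called. SOX9 (-2.23 ± 0.46, adjusted p 0.0355) was no longer called without HH24 replicate 1 or 2, and CDH2 (-1.09 ± 0.20, adjusted p 0.0225) was not called without HH27 replicate 2 or 3, which left 10 called genes in each of these 4 fits. CDH2 was also not called by edgeR's quasi-likelihood test or DESeq2, nor SOX9 by the former. Between HH24g and HH24 none was called, also when adjusted over the list alone, and 11 of 13 were lower in HH24g (median -0.25). EVX2, close to 0 there (-0.06), turned to 0.05 without HH24 replicate 2. Between HH27 and HH24, 12 of 13 were higher in HH27 (median 1.48), with 7 called over all genes and 9 adjusted over the list alone. Without HH24 replicate 2 the 7 became 5, since EVX2 and BMP5 were no longer called. HOXA13 differed little between HH27 and HH24 (-0.06 ± 0.32, adjusted p 0.957) and measured 34.8 ± 10.8 CPM in HH24, 28.2 ± 5.85 CPM in HH27 and 11.6 ± 5.15 CPM in HH24g.

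**Figure D3:**
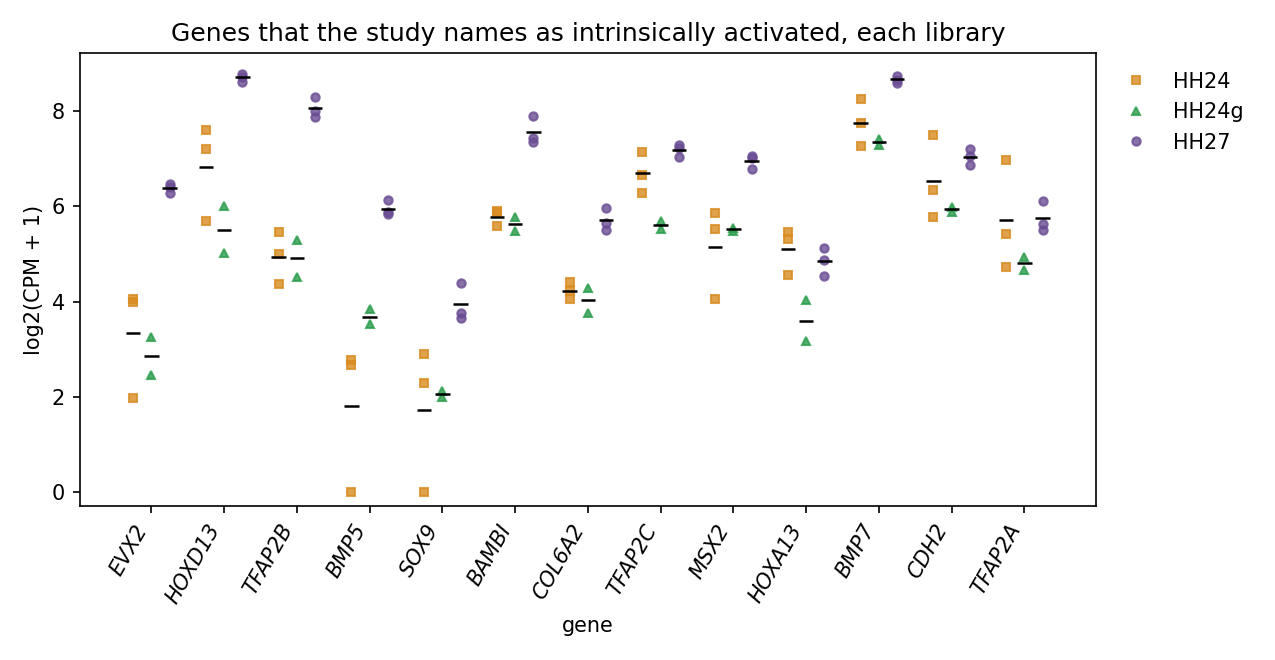
Expression as log2(CPM + 1) (vertical axis) of the 13 tested genes on the list of the study (horizontal axis), with 1 symbol per library and a bar at the group mean, for HH24 (squares), HH24g (triangles) and HH27 (circles). All 13 genes had a lower log2 fold change in HH24g than in HH27, with EVX2 lowest at -3.61.

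Of the 36 tests of gene lists, 11 had an adjusted p under 0.05 by camera. Of these, 8 also passed fry, and 0 of the 36 passed with the inter-gene correlation estimated from the data, where 8 had an unadjusted p under 0.05. The 3 that fry did not pass were the erythroid list in both contrasts with HH24 and the intrinsic list between HH24g and HH24. Fry alone passed endothelial genes (adjusted p 0.0158) and leukocyte genes (adjusted p 0.0499), both higher in HH24g than in HH27, and Fgf targets, lower in HH27 than in HH24 (adjusted p 0.0372). The intrinsic list, whose genes the study had picked for that direction, stood lower in HH24g than in HH27 (camera adjusted p 3.86e-20, fry adjusted p 0.00131) and higher in HH27 than in HH24 (camera adjusted p 1.32e-12, fry adjusted p 0.00866). It was also lower in HH24g than in HH24 by camera (adjusted p 0.0358), though fry gave 0.228, and the call was lost without HH24 replicate 1 or 2. The median log2 fold change of -0.25 in that contrast depended on single libraries. It was -0.16 without HH24 replicate 1 and -0.49 without HH24 replicate 3 (camera adjusted p 0.000301). Fgf targets were lower in HH24g than in both HH27 (median log2 fold change -0.46, 4 of 4 genes, camera adjusted p 0.0179) and HH24 (-0.81, 3 of 4 genes, camera adjusted p 0.00238). Genes of the apical ectodermal ridge were lower in HH24g than in HH27 (-0.89, 3 of 3 genes, camera adjusted p 0.0271), a result that was not tested without HH27 replicate 1 or 3, where fewer than 3 of the genes passed the filter. The study removed the epithelium from the donor tissue. Ectodermal genes were still present in HH24g, with EPCAM at 89.0 CPM and CDH1 at 37.4 CPM, against 96.5 and 53.7 CPM in HH27. A difference in ridge genes therefore need not lie in the grafted mesoderm. Proximal genes were lower than in HH24 both in HH24g (-0.67, 4 of 4 genes, camera adjusted p 0.00193) and in HH27 (-0.75, 3 of 4 genes, camera adjusted p 0.00996).

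Erythroid genes were lower than in HH24 in HH24g (-1.95, 4 of 5 genes, camera adjusted p 0.0135) and in HH27 (-1.80, 4 of 5 genes, camera adjusted p 0.00801), but not by fry (adjusted p 0.231 and 0.222). Between HH24g and HH27 the direction that camera gave the erythroid list rested on 1 library. With all libraries camera placed the list higher in HH24g (adjusted p 0.909), although its median was -0.15 and 3 of 5 genes were lower. Without HH27 replicate 1 camera placed it lower (median -0.96, adjusted p 0.0303). Endothelial genes were higher in HH24g than in HH24 (0.71, 6 of 7 genes, camera adjusted p 0.0271), a call that was lost without HH24 replicate 3 (adjusted p 0.0682) or HH27 replicate 3 (0.0539). Against HH27 they were not called with all libraries (camera adjusted p 0.0713) and were called, higher in HH24g, without HH24 replicate 1 (0.0319), HH24 replicate 3 (0.0342) or HH27 replicate 2 (0.0274). The Shh, cell cycle, ectodermal, immediate early, leukocyte, and hypoxia and glycolysis lists had no camera adjusted p under 0.05 in any contrast. The smallest of these was 0.106, for cell cycle and leukocyte genes between HH24g and HH27. Leukocyte genes had a camera adjusted p of 0.0492 in that contrast without HH27 replicate 1. None of the 5 myogenic genes passed the filter, with 0 to 5 reads of all 5 per library, so the list was not tested.

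Clustering the 156 genes called in either graft contrast into 9 clusters gave 2 clusters with a mean below 0 in both contrasts, with 39 genes. The first held 36 genes (mean log2 fold change -1.54 against HH27 and -0.77 against HH24), including SOX9, MSX2, BMP7, CDH2 and TFAP2C. The second held EVX2, HOXD13 and TFAP2B (-3.27 and -0.31). A cluster of 23 genes with BMP5, COL6A2 and BAMBI had a mean below 0 against HH27 only (-1.59 and 0.43). Single members departed from these means against HH24, with TFAP2B at 0.09 and both COL6A2 and BAMBI at -0.25. The number of genes in clusters with a mean below 0 in both contrasts was 29 with Ward linkage, 62 with average linkage and 63 without HH24 replicate 3.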

Values the study reported

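The study reported 73 genes that differed between HH24 and HH24g and 230 that differed between HH27 and HH24g. It divided them into 9 clusters.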

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

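All tests in this part were chosen after the values they explain had been seen, except the test of PLEK against 5S rRNA. Reads of transcripts that matched no gene were tested only in the alternative that added them as features, and in them a pair of signals stood above the level that a count of 0 allows.

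The first is the unmatched transcript XM_015300814.1, which took up to 74.3% of a library (HH24 replicate 2). A candidate explanation is ribosomal RNA left after depletion. Its share followed that of 5S rRNA over the 8 libraries (Spearman's rho 0.952, permutation p 0.00114, adjusted 0.00228 over 4 relations; Pearson's r 0.924, permutation p 0.00131, adjusted 0.00263; r 0.951 without the 2 libraries farthest from the median). The 5S rRNA took the largest share of reads in HH24 replicate 2 as well, with 624 reads against 21 to 80 in the others. This would be so if depletion had worked less well in some libraries, HH24 replicate 2 above all. A shared sequence with ribosomal RNA was not examined, since no genome was used here, and no biological explanation was tested.

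PLEK, which also ranked among the most abundant transcripts, is a gene of blood cells. Leukocytes in the tissue are argued against, because PLEK held at least 574 times the reads of all matched leukocyte genes together in every library. Whether PLEK reads come from ribosomal RNA as well stays open: over the 8 libraries PLEK was not related to 5S rRNA (Spearman's rho 0.310, permutation p 0.462, adjusted 0.462; Pearson's r 0.397, permutation p 0.350, adjusted 0.350), though r was 0.982 without HH24 replicate 2 and HH27 replicate 2. LRR1 may owe its level to 7SL RNA, since it followed RN7SL1 closely (Pearson's r 0.994, permutation p 4.96e-05, adjusted 0.000198; Spearman's rho 0.976, permutation p 0.000397, adjusted 0.00159; r 0.995 without the 2 farthest libraries). The values of PLEK and LRR1 were not read as levels of their mRNAs.

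The second signal is a set of 30 transcripts that matched no gene and were called between HH24g and HH27 when unmatched transcripts were added as features, 22 higher and 8 lower in HH24g, of 8558 such transcripts tested. In the same fit 7 were called between HH27 and HH24, and 0 between HH24g and HH24, where all 17903 features gave 1424 with an unadjusted p under 0.05. These transcripts have no name in the gene table used here, and no explanation of their differences was tested.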

How the results depend on the processing

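The alternatives with unmatched transcripts as features, without 5 abundant features and with W-linked expression as a covariate were chosen after seeing the data, and the cause of a change was not tested unless stated. Alternatives were run for 31 results of single genes, those of the study's list between HH24g and HH27 and those chosen by the naming rule, and none of these reversed its direction, nor did the distance difference. The study's list was also refitted in the other contrasts without HH24 replicate 2, where EVX2 turned from -0.06 to 0.05 between HH24g and HH24. Results of other named genes were not followed through the alternatives. The majority among the genes called between HH27 and HH24 did turn, from lower to higher genes, with edgeR's quasi-likelihood test, DESeq2 and, narrowly, without HH27 replicate 3 (36 higher, 35 lower). For genes called between HH24g and HH27 (155 genes), the count was 288 without a fold change limit, 98 with edgeR's quasi-likelihood test (50 higher, 48 lower, 89 of them shared with the 155), 34 with at least 10 counts in every library, which left fewer genes to test, and 80 with W-linked expression as a covariate. DESeq2 gave 154 (76 higher, 78 lower), with 126 shared, against 92 higher and 63 lower with limma voom. Leaving out 1 HH24 or HH27 library gave from 127 to 149 genes (72 higher and 71 lower without HH27 replicate 3). Calls of the graft contrasts were not counted in the fits that left 1 graft library, where only fold changes were read.

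For genes called between HH24g and HH24 (1), the count was 14 with edgeR's quasi-likelihood test (13 higher, 1 lower), 120 with DESeq2 (67 higher, 53 lower), 20 with at least 10 counts in every library (5 higher, 15 lower), 2 with quality weights and 2 with the W-linked covariate. It was 0 without a filter, 0 with only both groups compared and 0 with unmatched transcripts added (1368, 991 and 1424 with an unadjusted p under 0.05). Leaving out 1 library gave from 0 to 20 genes, with 20 without HH27 replicate 3 (13 higher, 7 lower) and 3 without HH24 replicate 3 (0 higher, 3 lower). In simulated counts for this contrast, DESeq2 made 30 false calls and recovered 158 of 200 changed genes. There edgeR's quasi-likelihood test made 10 and recovered 156, and limma voom made 5 and recovered 140. DESeq2 also made 12 calls between the unchanged HH27 and HH24 groups of simulated counts, where limma voom made 0. All simulated groups had the same spread per gene, so these counts may not describe the real contrast, where the HH24 libraries spread widely.

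For genes called between HH27 and HH24 (97), the count was 161 without a fold change limit, 212 with DESeq2 (124 higher, 88 lower, 93 shared), 42 with at least 10 counts in every library, 36 with unmatched transcripts added and 6 with the W-linked covariate. This covariate differed between these groups by 1.15 on the log2 scale and so took up part of the contrast. Within groups these genes showed no such trend, as given among the other observations. Leaving out 1 library gave from 21 to 93 genes, with 24, 63 and 21 without HH24 replicates 1, 2 and 3. With edgeR's quasi-likelihood test the split was 63 higher and 45 lower, against 42 and 55.

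The libraries that share a replicate number did not deviate together from their group means (correlations of -0.03 to 0.04 across genes), which gives no sign that the number pairs them. The study took HH27 tissue from the other wing of grafted hosts, but the labels do not say that a number marks shared hosts, and the check of HH24g with HH27 rests on only 2 pairs. With the number as a block, 163 genes were called between HH24g and HH27 (117 shared), 3 between HH24g and HH24 and 115 between HH27 and HH24. Of the listed genes 10 were then called, and 8 list tests passed. The 3 that did not were ridge genes (adjusted p 0.122) and Fgf targets (0.0758) between HH24g and HH27, and endothelial genes between HH24g and HH24 (0.122).

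The number of listed genes called between HH24g and HH27 (11) lay between 9 and 11 under its alternatives, and from 10 to 11 when 1 library was left out. The list tests gave 11 by fry (8 shared), 0 with an estimated correlation (8 at an unadjusted p under 0.05), and from 9 to 12 when 1 library was left out. Without HH27 replicate 1, camera's direction for the erythroid list between HH24g and HH27 turned from higher (adjusted p 0.909, median -0.15) to lower (0.0303, median -0.96). Without HH27 replicate 1 or 3 (12 and 9) only 10 lists and 30 tests were left, because fewer than 3 ridge genes and fewer than 3 Shh genes passed the filter. Both list results were not recomputed without a graft library. The graft position of 0.330 was 0.339 without a fold change limit and 0.394 with at least 10 counts in every library. It went from 0.241 (without HH24g replicate 2) to 0.454 (without HH24 replicate 3) when 1 library was left out. The distance difference of 0.461 went from 0.139 (without HH24 replicate 2) to 0.641 (without HH24 replicate 3). It was 0.098 with at least 10 counts in every library and 1.27 over the 500 most variable genes. The 39 genes in clusters with a mean below 0 in both contrasts became 62 with average linkage and 29 with Ward linkage, and from 36 to 63 when 1 library was left out, with 63 without HH24 replicate 3.

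Among 419 comparisons of single named genes with an alternative in which a test was made, 335 kept their direction and side of the threshold and 84 kept only their direction. In 41 others 1 graft library remained and no test was made: 31 stayed within 1 standard error and 10 moved by more. Leaving out HH24 replicate 2 accounted for 12 of the 84, HH27 replicate 3 for 11 and the W-linked covariate for 13. The depth limits genes that are low in HH24 most, since 3 reads in HH24 replicate 2 are 23.4 CPM.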

Other observations

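In this part the tests of the within-group trend on W-linked expression, of thinned libraries and of calls kept after removal of the length trend were written before their results were seen, and the others were chosen after the result was seen.

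The number of genes called between HH24g and HH24 here was 1. That is lower than the value quoted from the study above. The study left out libraries that the labels do not identify. Leaving out HH24 replicate 1, 2 or 3 gave 0, 0 and 3 genes with limma voom. These counts argue against the choice of HH24 library as the cause. The tool alone moved the count, to 14 with edgeR's quasi-likelihood test and 120 with DESeq2. The study also used voom for the grafts, so these counts do not explain the difference. The lower depth of the HH24 libraries is argued against as the whole cause: with the HH27 libraries thinned to the depths of the HH24 libraries, 116 genes on average (96 to 145 over 20 draws) were still called between HH24g and HH27. The wide spread among the HH24 libraries (mean distance 1.60, against 0.778 within HH27 and 0.692 within HH24g) stays open as a cause, as does a real likeness of grafts and HH24 tissue. A different quantification also stays open. The study named HISAT for the grafts, and only the 46.5% of transcripts that matched a gene were counted here. Adding the unmatched transcripts as features gave 0 calls, but from the same deposited estimates.

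For the 97 genes called between HH27 and HH24, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. The other 9 splits gave 0 genes each (299 to 559 at an unadjusted p under 0.05, against 1391). Unchanged groups of simulated counts, all given the same spread per gene, gave 0 calls. These counts go against a chance split. They do not exclude it, because the share of 10 splits cannot go below 0.1 and the other splits mix both stages within each group, which widens their spread. Transcript length is argued against by the size of its trend: it accounted for at most 0.048 of the log2 fold change of a gene called between HH24g and HH27 and at most 0.116 for HH27 against HH24, where called genes changed by at least 1 and 1.01. Across the 9062 genes, which are not independent replicates, Spearman's rho of fold change with length was -0.0034 and 0.075. That 153 of 155 and 96 of 97 genes were still called after the trend was removed adds little, since the removal moved fold changes by a median of only 0.006 and 0.026.

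W-linked genes, which only female birds carry, summed to 170, 382 and 521 CPM in HH24 replicates 1 to 3, 651, 1065 and 534 CPM in HH27 replicates 1 to 3, and 229 and 478 CPM in HH24g replicates 1 and 2 (16 genes). The median shift of 449 Z-linked genes against other chromosomes ranged from -0.29 in HH27 replicate 2 to 0.12 in HH24g replicate 2 (log2). Over the 8 libraries it went down as W-linked expression went up (Pearson's r -0.820, permutation p 0.00873, adjusted 0.0116 over 4 relations; Spearman's rho -0.810, permutation p 0.0218, adjusted 0.0290; r -0.958 without the 2 farthest libraries). A candidate explanation is that the libraries were pooled from different shares of female embryos.

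Because HH27 had the highest W-linked level (750 ± 279 CPM, n = 3, against 358 ± 177 CPM in HH24 and 354 ± 176 CPM in HH24g, n = 2), sex composition could in principle lie behind the calls. The within-group slope on W-linked expression argues against it. This slope accounted for a median share of 0.003 of the fold change over the 155 genes called between HH24g and HH27 (-0.025 to 0.097 when 1 library was left out) and of 0.015 (0.003 to 0.075) over the 97 genes called between HH27 and HH24. The share was over 0.5 in 1.94% and 0% of these genes, and in 68.8% and 75% of the W-linked genes. The median share over the W-linked genes themselves was 0.935 and 0.691. Z-linked genes made up 3.23% and 5.15% of the calls, against 4.96% of the genes tested, and no W-linked gene was called. With W-linked expression as a covariate 80 and 6 genes were called. That fit does not decide the matter, because W-linked expression itself differs between the groups (by 1.15 on the log2 scale between HH27 and HH24), so the covariate takes up part of the contrast.

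Of the erythroid list, HBA1, HBAD, HBZ and HBBR were abundant, at 444 to 1947 CPM in the HH24 libraries, and none was called alone. Between HH24g and HH24 their log2 fold changes lay from -2.34 to -1.70, a range of 0.638 against a mean standard error of 0.637. Such a joint shift may come from less blood in the HH27 and HH24g samples. These 4 genes were singled out after their values were seen. HBBA, on the same list, had an estimate in the other direction (3.94 ± 2.10, adjusted p 0.521, limma voom). It measured 34.7 ± 26.5 CPM in HH24g (n = 2) and 16.9 ± 25.95 CPM in HH24 (n = 3), with 0 to 6 reads per HH24 library. Less blood would not account for a rise of HBBA, but the libraries of both groups overlapped, so its direction is uncertain. Removing the haemoglobin and rRNA genes together left 156, 1 and 98 calls.

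WDR81 and NOL8 were at or near 0 in HH24 and at similar levels in HH27 and HH24g. Low depth of the HH24 libraries is argued against, because 94.4 reads of WDR81 and 175 of NOL8 would be expected at the level of HH24g, where 0 and 8 were seen. What stays open is a change that follows the stage of the host, a shift of reads to other transcripts of the same genes, and separate handling of the HH24 libraries. None of these was tested, and the labels name no batch.

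MEOX2, ENPP2, PTN and SLC14A2 formed a cluster of 4 genes higher in HH24g than in both stages. They were named after their values were seen, apart from MEOX2. Against HH27 the log2 fold changes were 4.08, 2.64, 2.84 and 2.84. Against HH24 none of the 4 was called (adjusted p 0.164, 0.316, 0.289 and 0.210, limma voom), and MEOX2, at or under 3 reads in all HH24 libraries, was at least 2.15-fold higher in HH24g, a bound set by the depth of HH24 replicate 2 (at least 15.6-fold without that library). Muscle precursors carried with the grafts were checked with the 5 myogenic genes PAX3, PAX7, MYF5, MYOD1 and MYOG. Their matched transcripts had 5 reads in both graft libraries together, where MEOX2 alone had 80 and 198 reads. This gives no sign of muscle precursors but does not exclude them, because reads of unmatched transcripts were not counted for these genes. A response to grafting, or a different site of dissection, may lie behind this pattern, and neither was tested. Over all genes, 34 were called in HH24g against the mean of both stages, 135 in HH27 against the mean of the others and 25 in HH24.

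CDKN1C, which the study discusses as a cell cycle inhibitor of this period, was named after its values were seen. It measured 15.3 CPM in HH27 against 37.9 CPM in HH24 (log2 fold change -1.20 ± 0.19, adjusted p 0.0210, limma voom) and 41.6 CPM in HH24g. It was thus lower at the later stage and not lower in the grafts. CCND1 rose from HH24 to HH27 (1.28 ± 0.10, adjusted p 0.00246) and was intermediate in the grafts at 281 and 291 CPM.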
